A study of Mus musculus with 14 samples. Its data were reported in "Stromal inflammation is a targetable driver of hematopoietic aging" (2023).

How the data were processed

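Gene expression was measured on 14 Affymetrix Mouse Gene ST 1.0 arrays, each carrying RNA of 20000 sorted bone marrow cells from wild-type C57BL/6 mice. Young mice were 8 to 10 weeks old and old mice 24 months old. MPP3 are myeloid-biased multipotent progenitors and MPP4 are lymphoid-biased ones, separated by the surface marker Flk2 (the product of Flt3), CD48 and CD150. The labels gave 3 arrays of young MPP3, 3 of old MPP3, 5 of young MPP4 and 3 of old MPP4. RNA was amplified with a linear kit before hybridization.

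The deposited values are a score made by the authors with RMA (version not stated), followed by quantile mapping of each array onto an exponential reference. A value is therefore minus the natural logarithm of the share of ranked probe sets at or above it on that array. Of the values, 92.3% were whole ranks of 25307 probe sets within 0.01. The values carry rank, so a coefficient is given as a difference in normalized value and never as a fold. The values were used as deposited. The number of arrays limits the precision.

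The table held 22115 probe sets, of which 19980 were listed in the platform annotation and 2135 were not. Probe sets with several gene symbols (744) and those not listed were left out. For the 76 genes with more than 1 probe set the one with the highest mean over all arrays was used, which left 19155 genes. No dim probe sets were left out. Identifiers were joined to a RefSeq gene table by Entrez number, and 71 probe sets had no match.

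Linear models were fitted with limma 3.58.1 in R 4.3.3, by lmFit and eBayes, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. All tests were two-sided. Old was compared with young within each population using the arrays of that population, and MPP4 with MPP3 within each age. The difference between the age differences used all 4 groups. Gene lists were tested with camera (limma) at a preset correlation of 0.01, adjusted over the 23 lists with at least 5 measured genes, and again with a correlation estimated from the data and with fry. A list's score on an array was the mean value of its genes, compared by an exact permutation test. Reactome sets of 10 to 500 measured genes (902 sets) came with fgsea 1.28.0, which also ran a preranked enrichment on the 1000 highest and 1000 lowest genes with 10000 permutations. A SAM-type statistic was written for the purpose, with the median standard error as its constant and all splits of the arrays. Figures were drawn with Python 3.11.15.

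The comparisons, tests, gene lists, naming rule, other settings and splits of the arrays were chosen before the data were examined. The 24 lists were taken from textbook knowledge: myeloid progenitor, mature neutrophil, monocyte with macrophage and dendritic cell, lymphoid priming, B lineage, T and NK cell, erythroid, megakaryocyte and platelet, HSC identity, HSC aging, DNA replication, G2 and M phase, DNA repair, interferon response, NF-kB with IL-1 and TNF response, immediate early and heat shock, cell cycle inhibitors with p53 targets, MHC class II, mast cell with basophil and eosinophil, stromal and endothelial, ribosomal proteins, oxidative phosphorylation, mitochondrially encoded and replication-dependent histones. They were written with the study's text at hand, so a theme that the study names was not an independent choice. No mitochondrially encoded gene was in the table, so that list was not tested. Lists were planned for the age comparisons, and their tests between populations and on the difference between age differences were added after the data were seen.

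Named genes were the 10 largest positive and 10 largest negative differences past the threshold without overlap of the groups in each age comparison, and the 5 largest on each side in the others. Up to 4 members of each list with the largest moderated statistic were added, with the sorting markers Flt3, Cd48, Slamf1, Kit and Ly6a and the genes Vwf, Mpo, Elane, Dntt, Il7r, Gata1, Cebpa and Mki67. Where fewer genes passed, only those were named, and Selp and Il1r1 were not measured. Unnamed gene models (Gm, Rik) were left out. Ide, Mzb1, Derl3, Cybb, Marchf5, Tlr6 and the other genes of the average age difference, Kif11, Hhex and the sex-linked genes were chosen after their values had been seen.

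The whole procedure was tested on simulated data in which each gene had normal noise with its measured mean and SD, and differences of known size were added to 200 genes. At the threshold it recovered 50% of genes with a difference of 0.5 in the MPP3 design and 75% in the MPP4 design, and 89% and 96% of those with a difference of 1. False calls numbered 6 and 9. Such noise is independent between genes, which real arrays are not.

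The other settings were the SAM-type statistic, a filter on the dimmest genes, every probe set, a variance trend with robust estimation, array weights, a replicate block, 1 fit of all groups, other scalings of the arrays, an estimated correlation, preranked enrichment and leaving out each array in turn. Settings added after the data were seen used sets of arrays defined by clustering on the dimmest 33.3% of probe sets, only the arrays of the set that holds the old samples, and only arrays without Xist signal (a value of at most 1). Division into 3 array sets was tried first and division into 2 was chosen after those results had been seen. Both are given, except for old against young MPP3, where only some Reactome counts and the direction of the B lineage list are.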

Results

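The data were 14 arrays of sorted progenitors, with 3 young and 3 old samples of MPP3 and 5 young and 3 old samples of MPP4. Median values per array lay between 0.662 and 0.675, and Pearson correlations between arrays, taken across probe sets, lay between 0.948 and 0.994. Flt3, the gene of the surface receptor that separates the sorted populations, had a normalized value of 2.13 ± 0.0967 (SD, n = 3) in young MPP3 and 3.12 ± 0.341 (SD, n = 5) in young MPP4. In old mice it was 1.79 ± 0.343 (SD, n = 3) in MPP3 and 3.40 ± 0.118 (SD, n = 3) in MPP4. Flt3 is part of the sorting gate, so its difference between populations is not a finding.

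The dimmest 33.3% of probe sets divided the arrays into 2 sets that the labels do not describe. Set 1 held all 6 old arrays, young MPP3 replicate 1 and young MPP4 replicates 1 and 2, and set 2 held the other 5 young arrays. The median correlation of these probe sets, as normal scores with each probe set's mean over all arrays removed, was 0.0831 within sets and -0.281 between them. The sets were clustered on these same probe sets, so a higher correlation within them was built in and is no test of the division. The mean correlation of an array with its own set was 0.0301 to 0.142 in set 1 and 0.197 to 0.339 in set 2. Set 1 was thus the looser set. Because no old array was in set 2, age could be compared within set 1 only, with 1 young MPP3 array and 2 young MPP4 arrays. The record states that the young arrays were also deposited in an earlier series and says no such thing of the old ones, so a difference between series and age cannot be told apart in any comparison of old with young. Xist, the RNA that coats the inactive X chromosome of females, was at 3.52 in young MPP3 replicate 1 and 3.49 in young MPP4 replicate 1, with the Y-linked gene Eif2s3y at 0.0221 and 0.0261. Young MPP4 replicates 4 and 5 had Xist at 3.19 and 2.23 together with Eif2s3y at 0.855 and 1.89. None of the 6 old arrays had Xist above 1.

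The comparison of old with young MPP3 asked how age alters the myeloid-biased progenitors. Genes of myeloid progenitors and of the G2 and M phases were shifted up as lists in old MPP3, and genes of lymphoid priming and of the interferon response were shifted down. These calls hold at camera's preset correlation and none passed with an estimated one, where the adjusted p ran from 0.396 to 0.534 over the shifted lists. Of the myeloid progenitor genes, 23 of 24 had a higher mean in old MPP3, with a median difference of 0.349 and a score that went from 1.63 ± 0.202 (SD, n = 3) to 2.12 ± 0.428 (SD, n = 3). Of the interferon response genes, 28 of 30 were lower (median -0.130), with scores from 1.36 ± 0.0142 (SD, n = 3) to 1.17 ± 0.105 (SD, n = 3). No single gene passed limma's threshold, so the values of genes below describe members and carry no call. Old MPP3 replicate 3 stood apart from the other old arrays in several lists. Its myeloid progenitor score was 1.67, within the young range, against 2.18 and 2.52, and its lymphoid priming score of 1.46 was also within that of the young arrays. Its G2 and M phase score of 1.85 was within the young range too (1.80 to 1.92), against 2.03 and 2.13, and so was its immediate early score of 1.80. Its mast cell, basophil and eosinophil score was 0.697 against 1.501 and 1.46, and its B lineage score of 1.19 was above every young array. Without it the score difference of the mast cell list went from 0.472 to 0.733 and that of the B lineage list from -0.210 to -0.378, and without old MPP3 replicate 1 that of the B lineage list was -0.103. Without old MPP3 replicate 2 the difference went from 0.495 to 0.297 for myeloid progenitor, from 0.162 to 0.0995 for G2 and M phase, from -0.203 to -0.0879 for HSC identity and from -0.140 to -0.0774 for immediate early genes.

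Within the myeloid progenitor list (camera adjusted p = 4.27e-06, and adjusted p = 0.398 with an estimated correlation), Fcgr3, an Fc receptor of myeloid cells, differed by 0.708 ± 0.167 (SE) and Elane, the neutrophil elastase gene, by 1.09 ± 0.440. Ctsg, which encodes a granule protease, differed by 0.998 ± 0.406 and Mpo, the myeloperoxidase gene, by 1.16 ± 0.548. The mature neutrophil list was shifted up with 14 of 19 genes higher (adjusted p = 0.00624, and 0.396 as the adjusted p with an estimated correlation). S100a8, an alarmin of granulocytes, differed by 1.34 ± 0.464, and Cxcr2, a chemokine receptor of neutrophils, by 0.544 ± 0.160. The mast cell, basophil and eosinophil list was also shifted up (9 of 10 genes; adjusted p = 9.93e-04, and adjusted p = 0.398 with an estimated correlation), with Epx, an eosinophil peroxidase, at 0.413 ± 0.111 and Prss34, a basophil protease, at 0.284 ± 0.0947. Of the G2 and M phase genes 33 of 38 were higher (median 0.180; adjusted p = 9.08e-08, and adjusted p = 0.396 with an estimated correlation), and 4 passed when adjusted over the list alone against 0 over all genes. Aurka, a mitotic kinase, differed by 0.413 ± 0.0821 and Cdca8, of the chromosomal passenger complex, by 0.302 ± 0.0558, whereas Mki67 differed by 0.0400 ± 0.0744. The HSC aging list was shifted up (median 0.0283; adjusted p = 0.0363, and adjusted p = 0.396 with an estimated correlation), with Aldh1a1, a retinal dehydrogenase, at 1.03 ± 0.306 and Clu, which encodes clusterin, at 0.269 ± 0.0633.

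The lymphoid priming list was shifted down, with 11 of 12 genes lower (adjusted p = 0.00211, and adjusted p = 0.396 with an estimated correlation). Cd27, a costimulatory receptor, differed by -0.438 ± 0.127 and Il7r, the interleukin 7 receptor, by -0.373 ± 0.155. The B lineage list was shifted down (13 of 15 genes; adjusted p = 0.0164, and adjusted p = 0.534 with an estimated correlation), with Pou2af1, a coactivator of immunoglobulin genes, at -0.665 ± 0.180. Within the interferon response list (adjusted p = 1.52e-06, and adjusted p = 0.396 with an estimated correlation), Rtp4 differed by -0.725 ± 0.208, Xaf1 by -0.405 ± 0.107 and Irf9, a subunit of the interferon-activated transcription factor, by -0.360 ± 0.125. The HSC identity list was shifted down (median -0.192; adjusted p = 0.00157, and adjusted p = 0.398 with an estimated correlation), with Hoxa9, a homeobox gene of stem and progenitor cells, at -0.257 ± 0.0586. Immediate early and heat shock genes (median -0.143; adjusted p = 0.00152, and adjusted p = 0.398 with an estimated correlation) and ribosomal protein genes (median -0.0893; adjusted p = 7.42e-04, and adjusted p = 0.396 with an estimated correlation) were shifted down too, with Nr4a1 at -0.476 ± 0.181 and Rps21 at -0.212 ± 0.0472.

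The other lists did not pass in old MPP3. Their camera adjusted p were 0.0642 for monocyte, macrophage and dendritic cell genes, 0.0744 for cell cycle inhibitors and p53 targets, 0.127 for erythroid genes, 0.135 for T and NK cell genes, 0.310 for MHC class II, 0.384 for stromal and endothelial genes, 0.404 for oxidative phosphorylation, 0.404 for histones, 0.545 for megakaryocyte and platelet genes, 0.545 for DNA replication, 0.573 for the NF-kB, IL-1 and TNF response and 0.955 for DNA repair. Adjusted over the list alone, 1 gene passed in each of the lymphoid priming, B lineage, T and NK cell, and cell cycle inhibitor lists, against 0 over all genes. For DNA repair the test pointed down while the mean and median differences were 6.15e-05 and 4.33e-04.

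Among 19155 genes limma called 0 changed in old MPP3, with a smallest adjusted p of 0.471, and the SAM-type statistic called 0. At an unadjusted p under 0.05 there were 658 higher and 910 lower genes, where chance alone gives about 958. The groups did not overlap for 2717 genes (14.2%, where chance gives 10%). In total 5 lists were shifted up and 6 down, none with an estimated correlation or by fry, and no exact test of a score can go below 0.1 with 3 arrays against 3. With 2 array sets as a term, that term took up young MPP3 replicates 2 and 3, as set 2 held no old array. The age difference then rested on young MPP3 replicate 1 alone. Neither this fit nor one with 3 sets can therefore decide which lists keep their call. That array had a myeloid progenitor score of 1.43 against 1.67 to 2.52 in old MPP3. Its G2 and M phase score was 1.80 against 1.85 to 2.13, and its interferon score 1.36 against 1.05 to 1.24. Its B lineage score of 1.15 lay among the old ones (0.642 to 1.19). Without young MPP3 replicate 1 the mature neutrophil (adjusted p = 0.104), lymphoid priming (0.0501), B lineage (0.0805), HSC aging (0.345) and immediate early (0.0769) lists did not pass. The B lineage list also failed without young MPP3 replicate 2 (0.133), old MPP3 replicate 1 (0.159) or old MPP3 replicate 2 (0.129), and the HSC aging list without old MPP3 replicate 1 (0.200).

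**Figure D1:**
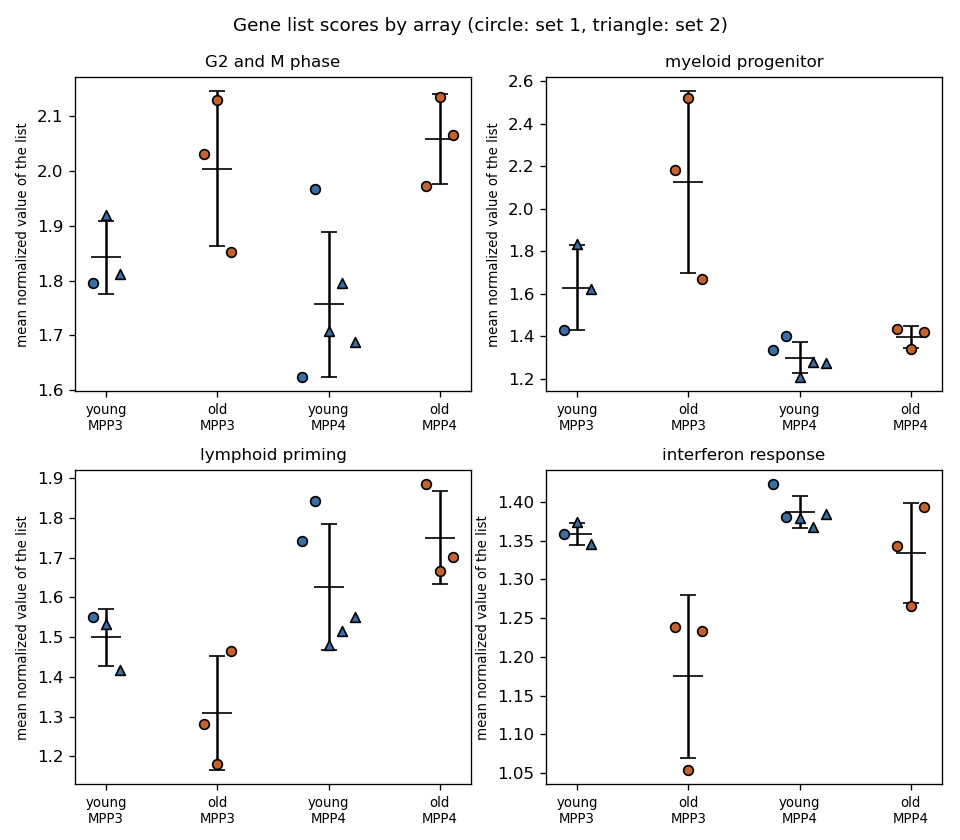
Mean normalized value of 4 gene lists on each array, by group; points are arrays (circles in array set 1, triangles in set 2), horizontal marks are group means and bars are 1 SD. The G2 and M phase score went from 1.76 ± 0.133 (SD, n = 5) to 2.06 ± 0.0818 (SD, n = 3) in MPP4, and the myeloid progenitor score varied most among the 3 old MPP3 arrays.

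The comparison of old with young MPP4 asked the same of the lymphoid-biased progenitors. G2 and M phase genes were shifted up in old MPP4: 37 of 38 had a higher mean, with a median difference of 0.271 (camera adjusted p = 1.16e-17, and adjusted p = 0.222 with an estimated correlation). The score of the list went from 1.76 ± 0.133 (SD, n = 5) to 2.06 ± 0.0818 (SD, n = 3), higher in all 3 old arrays than in all 5 young ones by a margin of 0.00495. DNA repair and MHC class II genes were shifted up as well, and HSC identity, immediate early and ribosomal protein genes were shifted down. None of these calls passed with an estimated correlation, where the adjusted p ran from 0.222 to 0.465 over the shifted lists. As in MPP3, no single gene passed limma's threshold.

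Of the G2 and M phase genes, 22 were higher at an unadjusted p under 0.05, and 12 passed when adjusted over the list alone against 0 over all genes. Nusap1, a spindle protein, differed by 0.627 ± 0.159 (SE), Dlgap5, a kinetochore fiber protein, by 0.420 ± 0.107, Prc1, a cytokinesis protein, by 0.270 ± 0.0696 and Cdk1, the mitotic cyclin-dependent kinase, by 0.191 ± 0.0479. The exact permutation p of the score was 0.0357 (0.117 adjusted over the lists). DNA repair genes were higher for 32 of 39 (adjusted p = 2.45e-04, and adjusted p = 0.222 with an estimated correlation), and 2 passed adjusted over the list alone. Fanci, of the Fanconi anemia pathway, differed by 0.249 ± 0.0362 and Wrn, a RecQ helicase, by 0.265 ± 0.0588, while Xrcc3 differed by -0.122 ± 0.0337. DNA replication genes were shifted up (median 0.0405; adjusted p = 0.00585, and adjusted p = 0.356 with an estimated correlation), with Rrm1, a subunit of ribonucleotide reductase, at 0.336 ± 0.0941 and Fen1, a flap endonuclease, at 0.143 ± 0.0383. Histone genes had a median difference of 0.0654 (adjusted p = 0.0312, and adjusted p = 0.465 with an estimated correlation). The score difference of DNA replication genes went from 0.0696 to 0.0454 without old MPP4 replicate 3, and that of histone genes from 0.135 to 0.0828 without young MPP4 replicate 4 and 0.0864 without young MPP4 replicate 5.

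The MHC class II list was shifted up, with 7 of 8 genes higher (adjusted p = 0.00540, and adjusted p = 0.222 with an estimated correlation) and 3 passing adjusted over the list alone. Cd74, the invariant chain, differed by 0.558 ± 0.0780, H2-Aa by 0.589 ± 0.188 and H2-Ab1 by 0.308 ± 0.1003. The myeloid progenitor list was shifted up by a median of 0.0636 (adjusted p = 0.0249, and adjusted p = 0.356 with an estimated correlation), with Ctsg at 0.566 ± 0.162, Mpo at 0.168 ± 0.183 and Elane at -0.00354 ± 0.0745. The HSC aging list was shifted up (adjusted p = 0.0312, and adjusted p = 0.222 with an estimated correlation), with Aldh1a1 at 0.786 ± 0.205 and Gpr183 at -0.198 ± 0.0496. Adjusted over the list alone, 2 of its genes were higher and 1 lower. The HSC identity list was shifted down in 18 of 20 genes (adjusted p = 0.00275, and adjusted p = 0.356 with an estimated correlation), with Mllt3 at -0.206 ± 0.0829 and Cdkn1c, a cyclin-dependent kinase inhibitor, at -0.381 ± 0.161. Both genes divided the young arrays by array set. Cdkn1c was at 1.03 to 1.26 in the young arrays of set 2, 0.697 and 0.559 in those of set 1 and 0.422 to 0.623 in old MPP4. Mllt3 was at 2.37 to 2.49, at 2.13 and 2.28, and at 2.05 to 2.24 in the same order. Their differences may thus rest in part on array sets. Immediate early and heat shock genes (adjusted p = 0.00585, and adjusted p = 0.356 with an estimated correlation) were shifted down, with Klf2 at -0.210 ± 0.0263 passing adjusted over the list alone. Ribosomal protein genes (adjusted p = 0.0144, and adjusted p = 0.356 with an estimated correlation) were shifted down, although members went both ways, with Rps14 at -1.58 ± 0.415 and Rps6 at 0.819 ± 0.277. Both lie near the top of the scale, where a large difference spans few ranks. Rps6 was at 5.41 to 5.62 in the young arrays of set 2, 6.56 and 6.28 in those of set 1 and 6.61 to 6.74 in old MPP4. Rps14 was at 6.63 to 7.98, at 6.00 and 6.35, and at 5.13 to 5.39 in the same order.

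The other lists did not pass in old MPP4, with camera adjusted p of 0.0508 for lymphoid priming, 0.102 for mast cell, basophil and eosinophil genes, 0.110 for monocyte, macrophage and dendritic cell genes, 0.110 for stromal and endothelial genes, 0.157 for erythroid genes, 0.163 for interferon, 0.163 for oxidative phosphorylation, 0.218 for the NF-kB, IL-1 and TNF response, 0.406 for T and NK cell genes, 0.454 for megakaryocyte and platelet genes, 0.628 for mature neutrophil genes, 0.628 for cell cycle inhibitors and p53 targets and 0.790 for B lineage. In the T and NK cell list Thy1, a glycoprotein of T cells and progenitors, differed by 0.407 ± 0.0356 (adjusted p = 0.0585 over all genes) and Gata3, a transcription factor of T cells, by 0.299 ± 0.0702. Adjusted over the list alone, 2 T and NK cell genes were higher and 1 lower, 2 stromal genes were higher and 1 oxidative phosphorylation gene was lower. For B lineage the test and the median (-0.00725) pointed down and the mean difference was 0.0189.

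Among 19155 genes limma called 0 changed in old MPP4, with a smallest adjusted p of 0.0585, and the SAM-type statistic called 21. At an unadjusted p under 0.05 there were 862 higher and 1009 lower genes, where chance alone gives about 958. The groups did not overlap for 1397 genes (7.29%, where chance gives 3.57%). In total 7 lists were shifted up and 3 down, none with an estimated correlation or by fry. On arrays without Xist signal 6 of these lists lost their call, and a replicate block gave 2 shifted lists. With 2 array sets as a term, the G2 and M phase (adjusted p = 2.83e-10), DNA repair (2.41e-05) and MHC class II (0.0395) lists passed and the other 7 did not (0.0576 to 0.855), and ribosomal protein and histone genes changed direction. With 3 sets the adjusted p was 0.00576 for G2 and M phase, 0.0618 for DNA repair and 0.0670 for MHC class II, and within set 1 the G2 and M phase list had 3.23e-09. The myeloid progenitor, DNA replication, immediate early, ribosomal and histone lists changed direction with 3 sets (0.861, 0.682, 0.117, 0.760 and 0.610), and the HSC identity (0.961), ribosomal and histone lists did within set 1. Leaving out 1 array ended the call of the myeloid progenitor list (old replicate 1, 0.0969; old replicate 3, 0.0511; young replicate 3, 0.0607), the DNA replication list (old replicate 3, 0.0582), the immediate early list (young replicate 1, 0.0621) and the ribosomal list (young replicate 5, 0.105; old replicate 3, 0.0711). It also ended that of the HSC aging list (young replicate 1, 0.112; young replicate 5, 0.0513; old replicate 1, 0.0887; old replicate 2, 0.119) and the histone list (young replicate 4, 0.126; young replicate 5, 0.106; old replicate 1, 0.0901; old replicate 2, 0.151).

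Reactome sets gave 43 sets shifted up and 0 down in old MPP4 by camera, and 0 with an estimated correlation (smallest adjusted p = 0.800). Mitotic Prometaphase (96 genes) had a median difference of 0.102 (adjusted p = 3.26e-06), and Resolution of Sister Chromatid Cohesion (89 genes) one of 0.0855 (adjusted p = 8.07e-06). S Phase (113 genes) had one of 0.0503 (adjusted p = 0.00412). With 3 array sets as a term the count in MPP4 was 0, and without young MPP4 replicate 1 it was 4, without young MPP4 replicate 4 67, without old MPP4 replicate 1 81 and without old MPP4 replicate 3 10. In old MPP3 camera called 0 of 902 sets, and preranked enrichment, which permutes genes and not arrays, called 39 up and 1 down. Among them were degradation sets of the anaphase-promoting complex, such as Cdc20:Phospho-APC C mediated degradation of Cyclin A (enrichment score 0.616, adjusted p = 0.00407 over 204 sets). Several of these degradation sets had the identical score, so the 39 are not independent of each other. The camera count in MPP3 was 14 without young MPP3 replicate 1, 38 without young MPP3 replicate 2 and 80 without old MPP3 replicate 3.

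Whether age acted alike on the populations was asked by the difference between the age differences, with positive values where the difference in MPP4 exceeded that in MPP3. Myeloid progenitor genes were lower in this contrast (median -0.282; camera adjusted p = 1.95e-04, and adjusted p = 0.355 with an estimated correlation) and lymphoid priming genes higher (median 0.267; adjusted p = 1.95e-04, and adjusted p = 0.294 with an estimated correlation). Fcgr3 differed by -0.709 ± 0.156 (SE), Cd27 by 0.603 ± 0.160 and Cd74 by 0.843 ± 0.214. Limma called 0 genes (smallest adjusted p = 0.200), with 1200 at an unadjusted p under 0.05 where chance gives about 958, and no SAM-type statistic was run on it. The count was 4 without young MPP3 replicate 1 and 10 without old MPP3 replicate 3. For cell cycle inhibitors and immediate early genes the mean difference and test pointed up while the medians were -2.68e-04 and -0.0601, and for ribosomal proteins the mean was -0.00409 with test and median up.

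Across genes, the age differences of the populations had Pearson r = 0.263 and Spearman rho = 0.242, and 59.3% of genes had the same sign. Genes are not independent replicates. The array sets were unbalanced with age in both populations, and no correlation was computed with them as a term. As large an r arose in 6 of 100 regroupings of the arrays, the real grouping included. The position of old MPP4 on the axis from young MPP4 to young MPP3 lay nearer to MPP3 than that of the other young MPP4 arrays by 0.0421 on average over 10 choices of axis arrays, from -0.105 to 0.114, with 8 positive. The choice with the smallest exact two-sided permutation p (0.1, the smallest the design allows) had the shift of -0.105, away from MPP3. It used young MPP4 replicates 1 and 2 for the axis. That left replicates 3, 4 and 5, all of set 2, to compare with old arrays of set 1. This shift can therefore not be told apart from array sets. The choices with a shift toward MPP3 had exact permutation p of 0.2 to 1, so no shift could be called.

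The comparison of young MPP4 with young MPP3 described the populations before age. Ccl3, a chemokine gene, was higher in MPP4 by 1.63 ± 0.0789 (SE; adjusted p = 7.53e-04). Jchain, the joining chain of secreted immunoglobulin, was 3.12 ± 0.188 (SD, n = 3) in MPP3 and 0.0632 ± 0.0415 (SD, n = 5) in MPP4, a limma difference of -3.06 ± 0.0767 (SE; adjusted p = 1.41e-05). Its MPP4 values were near those of Eif2s3y in the arrays without Y-linked signal (0.0221 and 0.0261). The size of its difference may therefore be limited by the bottom of the scale. Ighm, the immunoglobulin mu chain, differed by -1.10 ± 0.0555 (adjusted p = 7.53e-04), a variable segment of the kappa light chain by -1.06 ± 0.0770 (adjusted p = 0.00452), Thy1 by -0.947 ± 0.0904 (adjusted p = 0.0178) and Txndc5, a disulfide isomerase of the secretory pathway, by -0.831 ± 0.0734 (adjusted p = 0.0138). On the higher side in MPP4, Rgl1 differed by 0.519 ± 0.0546, Arap2 by 0.487 ± 0.0404, Parp8 by 0.445 ± 0.0479 and Ift88 by 0.435 ± 0.0469.

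Of 19155 genes, 13 were higher and 12 lower in young MPP4 by limma, and the SAM-type statistic called 240. The groups did not overlap for 1430 genes (7.47%, where chance gives 3.57%). As lists, B lineage (14 of 15 lower; camera adjusted p = 1.98e-07, and adjusted p = 0.108 with an estimated correlation), myeloid progenitor (20 of 24 lower; adjusted p = 1.50e-05, and adjusted p = 0.202 with an estimated correlation), T and NK cell (1.56e-05, and adjusted p = 0.108 with an estimated correlation) and mast cell, basophil and eosinophil genes (3.60e-05, and adjusted p = 0.112 with an estimated correlation) were lower in MPP4. So were mature neutrophil (0.00198, and adjusted p = 0.127 with an estimated correlation), erythroid (5.00e-04, and 0.127 as that adjusted p), stromal (0.0175, and 0.207) and DNA replication genes (0.0408, and 0.459 as the same adjusted p). The NF-kB, IL-1 and TNF response (1.79e-04, and adjusted p = 0.141 with an estimated correlation) and MHC class II lists (0.0468, and adjusted p = 0.202 with an estimated correlation) were higher, and fry called 7 of these lists. Lymphoid priming did not pass (adjusted p = 0.613), with Dntt, the terminal transferase of lymphoid precursors, at 1.36 ± 0.233 and Ly6d, a marker of B cell precursors, at -0.721 ± 0.0917. The mean and the test differed in sign for monocyte, macrophage and dendritic cell, DNA repair and p53 target genes, and the median and test for HSC aging (0.0120).

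The count of 25 depended on single arrays, with 108 genes without young MPP3 replicate 1, 8 without young MPP3 replicate 2, 9 without young MPP3 replicate 3, 38 without young MPP4 replicate 1, 10 without young MPP4 replicate 3 or 4 and 8 without young MPP4 replicate 5. With 2 array sets as a term it was 271, and on arrays without Xist signal, 2 in each population, it was 0. A replicate block also took it to 0, Jchain, Ighm, the kappa segment and Ccl3 included. The replicate numbers were not taken to pair samples. Jchain, Ighm, the kappa segment and Ccl3 passed in every leave-out fit, although none did on arrays without Xist signal, 2 against 2 (adjusted p of 0.0526 for Jchain to 0.270 for the kappa segment). The differences there were no smaller, at -3.19 for Jchain, -1.17 for Ighm, -1.11 for the kappa segment and 1.65 for Ccl3. In the leave-out fits each of Rgl1, Arap2, Parp8, Ift88, Thy1 and Txndc5 missed the threshold without at least 1 array.

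**Figure D2:**
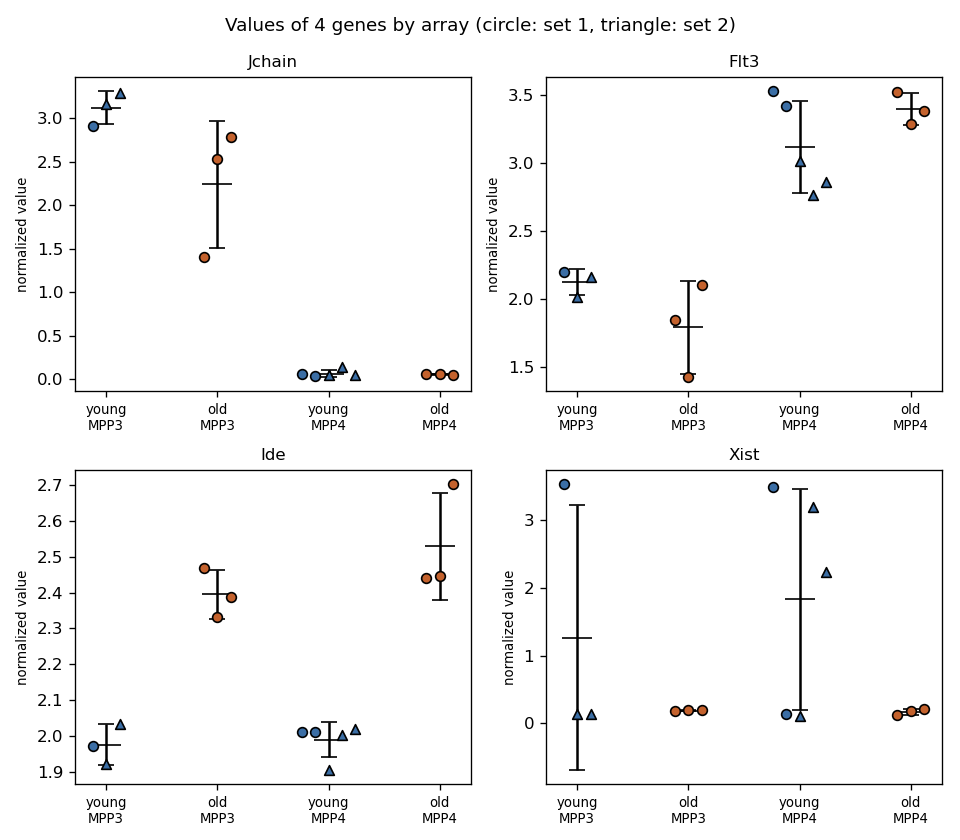
Normalized value of Jchain, Flt3, Ide and Xist on each array, by group; points are arrays (circles in array set 1, triangles in set 2), horizontal marks are group means and bars are 1 SD. Jchain was 3.12 ± 0.188 in young MPP3 and 0.0559 ± 0.00680 in old MPP4, and Ide, which was chosen after its values were seen, had no overlap of old and young arrays in either population.

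In old mice, MPP4 had lower myeloid progenitor genes (22 of 24 lower, median -0.327) and higher lymphoid priming genes (11 of 12 higher, median 0.236) than MPP3. Neither list passed with an estimated correlation (adjusted p = 0.348 and adjusted p = 0.305). Ms4a3, a gene of granulocyte and monocyte progenitors, differed by -2.53 ± 0.442 (SE), S100a8 by -2.28 ± 0.418, Dntt by 2.03 ± 0.331 and Satb1, a chromatin organizer of lymphoid cells, by 0.961 ± 0.178. H2-Aa differed by 1.14 ± 0.142 and Ccl3 by 1.59 ± 0.202. Camera adjusted p were 9.30e-09 for myeloid progenitor, 1.03e-06 for lymphoid priming, 1.03e-06 for mast cell, basophil and eosinophil genes, 1.72e-05 for MHC class II and 3.61e-05 for mature neutrophil genes. None of these or of the 12 shifted lists passed with an estimated correlation, where the adjusted p ran from 0.305 to 0.692, and fry called 1. At the preset correlation the B lineage (0.0113) and erythroid lists (7.84e-04) were lower in MPP4 too, and the G2 and M phase (0.0410), DNA repair (7.84e-04), interferon (5.04e-04), NF-kB, IL-1 and TNF response (7.84e-04) and ribosomal protein lists (0.00207) higher. Some of these leaned on single old MPP3 arrays. The G2 and M phase score was 1.85 in old MPP3 replicate 3, against 2.03 and 2.13 in the others and 1.97 to 2.14 in old MPP4. The others lay within the old MPP4 range, so the higher mean score of MPP4 rested on old MPP3 replicate 3. The B lineage score of that array was 1.19, against 0.642 and 0.736 (0.551 to 0.662 in old MPP4). The interferon score was 1.05 in old MPP3 replicate 2, against 1.24 and 1.23 (1.27 to 1.39 in old MPP4). The mean for HSC aging and the median for stromal genes had the sign opposite to the test. Limma called 0 genes (smallest adjusted p = 0.0886, at Marchf5), with 1185 higher and 697 lower at an unadjusted p under 0.05 and 146 genes by the SAM-type statistic. The groups did not overlap for 3186 genes (16.6%, where chance gives 10%). The count was 3 without old MPP3 replicate 1 and 2 without old MPP3 replicate 3.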

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

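The tests of array sets, female RNA, plasma cells and a copy-number gain and those of list shifts between populations were chosen after the results were seen, and the splits of the arrays before. Values far from their group were sought in the 5 young MPP4 arrays, where 4 of 45 lists and genes had a gap above the 95% critical value, against about 1 in 20 by chance. Erythroid genes stood apart in replicate 4 (0.996 against a mean of 0.850; ratio 0.837), and Jchain in the same array (0.135 against 0.0451; ratio 0.762). DNA repair genes stood apart in replicate 1 (1.29 against 1.39; ratio 0.783), and mast cell, basophil and eosinophil genes in replicate 2 (0.472 against 0.335; ratio 0.910).

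The age shift of 11 lists differed between MPP4 and MPP3 by camera on the difference itself at the preset correlation. None passed with an estimated correlation, where the adjusted p ran from 0.294 to 0.578. At the preset correlation they were 1.95e-04 for myeloid progenitor (higher in 1 of 24 genes), 1.95e-04 for lymphoid priming, 0.00113 for mature neutrophil, 0.00113 for mast cell, basophil and eosinophil, 0.00488 for DNA replication, 0.00488 for G2 and M phase, 0.00488 for DNA repair, 0.00488 for interferon response, 0.00488 for MHC class II, 0.0328 for stromal and endothelial and 0.0388 for B lineage genes. The median differences, MPP4 minus MPP3, ran from -0.359 (mast cell, basophil and eosinophil) to 0.267 (lymphoid priming). Single old MPP3 arrays moved the MPP3 score differences of some of these lists. That of myeloid progenitor went from 0.495 to 0.297 without replicate 2 and 0.722 without replicate 3, against 0.0980 in MPP4. That of mast cell, basophil and eosinophil went from 0.472 to 0.331 without replicate 1 and 0.733 without replicate 3, against 0.0856 in MPP4. That of G2 and M phase went from 0.162 to 0.238 without replicate 3, against 0.3015 in MPP4. That of interferon went from -0.184 to -0.124 without replicate 2, against -0.0528 in MPP4. That of B lineage went from -0.210 to -0.103 without replicate 1 and -0.378 without replicate 3.

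The higher G2 and M phase score of old MPP4 (0.301 over all arrays) was set against the array sets and the Xist signal, with camera at its preset correlation (adjusted p = 0.222 with an estimated correlation on all arrays). With 2 array sets as a term the median difference of the genes went from 0.271 to 0.216 (lower quartile 0.0913; adjusted p = 2.83e-10, 0.00576 with 3 sets and 3.23e-09 in set 1 alone) while 7 of 10 shifted lists lost their call. Without arrays holding Xist signal it was 0.223 (lower quartile 0.153; adjusted p = 2.46e-11) and 6 lists lost theirs. The genes stayed higher as a set in both fits, which argues against array sets as the whole cause. A part from either, or both together, stays open. The score differed by 0.262 in set 1 and 0.220 without Xist signal on 2 young arrays each (pooled SD 0.155 and 0.125). Among the 5 young arrays the difference by set had a 95% interval up to 0.495, just short of the 0.502 that either source would need alone. The difference by Xist had one up to 0.506, which includes that value, so female RNA as the whole cause is not excluded. The only young MPP4 array of set 1 without Xist signal, replicate 2, scored 1.968, against 1.973 to 2.136 in old MPP4. A difference between the earlier series of young arrays and the old arrays, and a higher share of cycling cells in old MPP4, remain open and were not tested.

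Jchain and other genes of plasma cells were lower in young MPP4 than in young MPP3, and a candidate explanation is plasma cells among the sorted MPP3 cells. The list of markers was written after the called genes were known, and 6 of its 24 measured genes were among them, Jchain and Ighm included, and 4 are in the B lineage list, so only the uncalled ones test the explanation. Of these 18 markers 17 were lower in MPP4, with a median difference of -0.318 (quartiles -0.465 and -0.146; camera p = 3.79e-16, and p = 0.00856 with an estimated correlation). Female RNA as the whole source was argued against by the 2 MPP3 and 2 MPP4 arrays without Xist signal, where 24 of 24 markers, the called ones included, were lower and the median was -0.495 (quartiles -0.637 and -0.260). The sort for Lin-/cKit+/Sca-1+ cells would remove most plasma cells, Sdc1, their surface marker, differed by only -0.0400 ± 0.0816, and expression of these genes by MPP3 themselves stays open and untested.

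Ide, an insulin-degrading protease, was higher in every old array than in every young array of its population, by 0.421 ± 0.0495 (SE) in MPP3 and 0.540 ± 0.0640 in MPP4, and was chosen after its values were seen. Among the 8 young arrays Ide was higher in set 1 than in set 2 by 0.0211 (95% interval -0.0814 to 0.124), where array sets alone would need 0.632, and without Xist signal it differed by -0.0324 from arrays with it (95% interval -0.131 to 0.0660), where female RNA alone would need 0.901, which argues against either as the whole cause. Averaged over the populations, the difference went from 0.481 ± 0.0439 (adjusted p = 0.00425) to 0.467 ± 0.0596 with 2 array sets as a term (adjusted p = 0.0390), and its call ended with 3 sets (0.460 ± 0.0745) and on Xist-free arrays (0.496 ± 0.0625), as the standard error grew and fewer arrays or degrees of freedom were left. A copy-number gain reaching from Ide over both Kif11 and Hhex was argued against by Hhex, which differed by -0.119 ± 0.136 (SE) in MPP3 and -0.113 ± 0.0979 in MPP4. Kif11, a mitotic kinesin gene that is also in the G2 and M phase list, went with a gain. It differed by 0.234 ± 0.0609 in MPP3 and 0.469 ± 0.149 in MPP4, and its old arrays lay above every young array of their population. A gain of Ide alone, with Kif11 or with other genes that do not include Hhex may remain and was not tested. The paper states that some old mice came from outside colonies, without saying which arrays they gave. A difference of colony, a difference between the earlier series of young arrays and the old ones, or a change of expression with age may each remain too. None of these was tested.

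Other splits of the arrays were counted for each result. Every split reaches a count of 0, so where the real count was 0 the splits say nothing about chance: genes in MPP3 (10 of 10 splits, highest other 0), Reactome sets in MPP3 (10 of 10, highest other 133), genes between old populations (10 of 10, highest other 0), genes in MPP4 (56 of 56) and the difference between age differences (100 of 100 regroupings, highest other 14). In MPP4 the split of young replicates 3, 4 and 5, the arrays of set 2, from the rest called 2721 genes, which points to a structure of the samples larger than the age difference. For lists in MPP3 1 of 10 splits reached the real 11 (highest other 10), and 10 splits are too few for a share under 0.05. For lists in MPP4 4 of 56 splits gave at least the real 10 (highest other 11) and for Reactome sets 11 gave at least the real 43 (highest other 114), so chance cannot be excluded. In the young populations 3 of 56 splits gave at least the real 25, and the split by array set called 1494, which again points to a structure of the samples, so chance cannot be excluded for the count. With 2 array sets as a term the count was 271. For the correlation across genes 6 of 100 groupings, the real one included, reached 0.263 (highest other 0.351), so chance cannot be excluded.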

How the results depend on the processing

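Fits with array sets, set 1 alone and arrays without Xist signal were alternatives added after seeing the data. All others were planned. The correlation across genes and the axis shift moved by less than the SD over regroupings and over choices of axis arrays in the settings run, and leaving out arrays gave 0.223 to 0.271 and 0.0287 to 0.0559. Those settings held no term for array sets and no fit on set 1 or on Xist-free arrays. Whether either result depends on array sets was therefore not tested. Where counts moved, the cause was not tested. Where set 1 alone or a term for array sets left 1 young MPP3 array, that array was assumed to vary like the others. Counts of genes and lists from those MPP3 fits are therefore not given. The Reactome counts given below for MPP3 with 2 sets and with set 1 alone rest on that array and decide nothing. The labels do not say that a replicate number marks a shared animal or day. Deviations from the group mean of arrays with the same number correlated between -0.192 and 0.407, and each comparison had a negative pair, so the numbers were not taken to pair samples. Between young populations replicates 1 and 3 had 0.407 and 0.178 and matched their own number best, replicate 2 had -0.148, and both replicate 1 arrays held Xist and lacked Y-linked signal. The block took the 25 genes there to 0. The values are ranks, so signal over background could not be assessed.

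Genes changed by limma: 1 fit of all groups gave 9 in MPP3 (main 0), 1 in MPP4 (main 0) and 27 between old populations (main 0). In MPP3, fits with array sets or set 1 alone compare old arrays with young MPP3 replicate 1 alone, so no count is given. In MPP4 the SAM-type statistic gave 21 and array weights 304. For the difference of differences, a variance trend with robust estimation gave 2. Between young populations (main 25), the SAM-type statistic gave 240, the dim filter 59, every probe set 51, variance trend 48, normal scores 51, array weights 1808, 2 sets 271, 3 sets 302 and Xist-free arrays 0. Between old populations the SAM-type statistic gave 146, the dim filter 1 and normal scores 2.

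Lists: an estimated correlation gave 0 in MPP3 (main 11) and 0 in MPP4 (main 10). In MPP3, Xist-free arrays gave 6. That fit left out young MPP3 replicate 1 only, so it is the same as the leave-out fit of that array. The same holds for the Xist-free Reactome count in MPP3 below. It compared young MPP3 replicates 2 and 3, both of set 2, with old arrays of set 1. It therefore cannot tell age from array sets. In MPP4, a replicate block gave 2, 2 sets 3, 3 sets 2, Xist-free arrays 5 and set 1 alone 3. Direction reversed in MPP3 for B lineage under 3 sets (adjusted p = 0.464). That MPP3 fit rests on young MPP3 replicate 1 alone, whose B lineage score lay among the old ones, so the reversal decides nothing. In MPP4 the direction reversed under 3 sets for myeloid progenitor (0.861), DNA replication (0.682), immediate early (0.117), ribosomal (0.760) and histone lists (0.610). Under 2 sets it reversed for ribosomal (0.715) and histone lists (0.525). In set 1 alone it reversed for HSC identity (0.961), ribosomal (0.832) and histone lists (0.627).

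Reactome: in MPP3 (main 0) preranked enrichment gave 40, 2 sets 16, Xist-free arrays 14 and set 1 alone 15. In MPP4 (main 43) preranked enrichment gave 15, an estimated correlation 0, the dim filter 28, a block 67, normal scores 14, 3 sets 0 and Xist-free arrays 7. Leaving out each array gave 0 to 0 genes in MPP3, 0 to 15 in MPP4 (highest without young MPP4 replicate 2), 0 to 10 for the difference of differences (highest without old MPP3 replicate 3), 8 to 108 between young populations (highest without young MPP3 replicate 1) and 0 to 3 between old ones (highest without old MPP3 replicate 1). It gave 6 to 15 lists in MPP3 (lowest without young MPP3 replicate 1), 7 to 12 in MPP4, 0 to 80 Reactome sets in MPP3 (highest without old MPP3 replicate 3) and 4 to 81 in MPP4 (lowest without young MPP4 replicate 1, highest without old MPP4 replicate 1).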

Other observations

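The average age difference and the choice of genes in this part came after the data were seen, while the comparisons between populations were planned. The average age difference over both populations, from 1 limma fit of all groups, gave 2 genes higher and 6 lower in old mice. Ide differed by 0.481 ± 0.0439 (SE; adjusted p = 0.00425) and Tlr6, a Toll-like receptor, by 0.198 ± 0.0266. Heg1 differed by -0.222 ± 0.0263, Plag1, a zinc finger transcription factor, by -0.463 ± 0.0552, Snhg17, a small nucleolar RNA host gene, by -0.205 ± 0.0253, Trappc5 by -0.284 ± 0.0381, Mrpl28, a mitochondrial ribosomal protein gene, by -0.281 ± 0.0403 and Clasrp by -0.224 ± 0.0321.

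The count was 22 with 2 array sets as a term, 0 with 3 sets (2249 genes at an unadjusted p under 0.05 by limma), 3 on arrays without Xist signal and 0 within set 1 (2320 at an unadjusted p under 0.05). Of the 8 genes, 2 (Ide and Snhg17) still passed with 2 sets and 6 lost their call, with adjusted p from 0.0507 for Plag1 to 0.0852 for Clasrp. Their differences were smaller with 2 sets and kept their sign, at -0.359 ± 0.0569 for Plag1, -0.192 ± 0.0324 for Heg1, -0.244 ± 0.0481 for Trappc5, -0.249 ± 0.0528 for Mrpl28, -0.197 ± 0.0417 for Clasrp and 0.161 ± 0.0312 for Tlr6. On arrays without Xist signal only Plag1 still passed (-0.456 ± 0.0409), although the others were about as large as on all arrays, at -0.233 ± 0.0343 for Heg1, -0.205 ± 0.0274 for Snhg17, -0.292 ± 0.0527 for Trappc5, -0.293 ± 0.0476 for Mrpl28, -0.231 ± 0.0435 for Clasrp and 0.220 ± 0.0291 for Tlr6. In MPP3 the fit on arrays without Xist signal compared young arrays of set 2 with old arrays of set 1. Age and array sets were not separated there. No SAM-type statistic was run on this contrast. The estimate for Ide stayed between 0.460 and 0.496 in these fits, with adjusted p of 0.0390, 0.116, 0.118 and 0.132, so its call ended in 3 of them with little change in size as its standard error grew from 0.0439 to between 0.0596 and 0.0745.

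Cybb, a subunit of the phagocyte oxidase, was among the genes lower in young MPP4 than in young MPP3 (-0.780 ± 0.0471 SE; limma adjusted p = 0.00209), and so were Mzb1 (-0.509 ± 0.0335; adjusted p = 0.00310) and Derl3 (-0.292 ± 0.0274; adjusted p = 0.0174), both of the secretory pathway of plasma cells. In old mice the differences were -1.26 ± 0.344, -0.379 ± 0.177 and -0.146 ± 0.0533, with adjusted p of 0.381, 0.574 and 0.483. Whether these differences changed with age was tested by the difference of differences, with adjusted p of 0.878, 0.954 and 0.760.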
